A study of Homo sapiens with 12 samples. Its data were reported in "AP-1 promotes oncogenic transcription in lung cancer cells by bridging promoter-enhancer interactions" (2025).

How the data were processed

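Messenger RNA was sequenced from 2 human lung cell lines. A549 is a lung adenocarcinoma line, and BEAS-2B, named B2B here as in the study, is a line of immortalised bronchial epithelial cells. Each line was left untreated or was treated for 72 h with 10 µM SR11302, a retinoid-related compound used to block AP-1, or with 50 µM SP600125, an inhibitor of the Jun N-terminal kinases (JNK). AP-1 is the family of dimeric transcription factors made of Jun and Fos proteins, and JNK is the kinase that phosphorylates Jun. This gave 12 libraries in 6 groups of 2, named A549_NT, A549_SR11302, A549_SP600125, B2B_NT, B2B_SR11302 and B2B_SP600125, where NT stands for no treatment. The labels call the controls untreated while the study's legends speak of the solvent DMSO, so whether the control cells received solvent is not settled here.

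The authors isolated total RNA with TRIzol, removed genomic DNA with DNase I, built libraries with a kit that selects polyadenylated RNA and sequenced them on Illumina NovaSeq or HiSeq instruments. They aligned the reads to the human genome build hg38 with STAR (version 2.7.10a) and counted reads per gene with HTSeq (version 1.99.2). The deposited values are these counts, whole numbers per gene symbol and library with no normalization. HTSeq leaves out reads that align to several places and reads that overlap more than 1 gene, and tallies them apart. The annotation version, the strand setting, the read length and which library was run on which instrument are not given in the sources used here. Genes that overlap one another, or an antisense gene, may therefore share reads.

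The tallies of reads given to no gene were kept out of library sizes and tests. As a share of all tallied reads, those in no annotated gene made up 24.9% in the 4 untreated libraries (23.8 to 25.9%) and 16.4% in the 8 treated ones (14.6 to 20.1%). Ambiguous reads made up 1.96% and 1.31%, and reads aligned to several places 21.0% and 19.1%. Reads counted in genes ranged from 13969766 to 24917854 per library, and the files list 26485 gene symbols in every library. After edgeR's filterByExpr, 16373 genes were tested. Of the listed symbols, 24538 were matched to the GENCODE v44 annotation of hg38, 1377 of them through an older symbol. Coordinates given in the text come from that annotation.

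All 12 libraries were fitted in one model with 6 groups and no other covariate, with edgeR (version 4.0.16, R version 4.3.3), TMM normalization and the quasi-likelihood F test. This left 6 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, the fold minimum that the study states. Standard errors of log2 fold changes were taken from the fold change and its F statistic. CPM are counts scaled by TMM to library sizes of equal total. The comparisons were A549 against B2B without treatment, each inhibitor against no treatment in each line, the inhibitor by line interaction (the effect in A549 minus that in B2B), and one inhibitor against the other in each line. The p-values measure the spread between the libraries of a group, and the sources do not say whether these came from separate cultures. The gene lists and the rule for named genes were fixed before the data were examined. So were the tests and the alternatives, except those stated below to have been chosen later.

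The genes named are, for each comparison, the 7 AP-1 subunits, the 8 called genes with the largest rise and the 8 with the largest fall among those with a mean of at least 10 CPM in the higher group (unnamed loci, microRNA, snoRNA and antisense genes left out), up to 4 called members of each gene list with the largest change, the oncogenes that the study named, and the 5 largest called differences per direction of each interaction. The gene lists cover AP-1 subunits, other bZIP factors, AP-1 responsive genes, JNK pathway genes, 618 cancer genes from the study's merged list (tumour suppressors among them), 13 oncogenes that its text names, DNA replication, mitosis, p53 targets, retinoic acid responsive genes, aryl hydrocarbon receptor targets, NRF2 targets, cholesterol synthesis, the unfolded protein and integrated stress responses, matrix and adhesion, epithelial, mesenchymal, alveolar, secretory and basal genes, markers of other cell types, inflammation, interferon-stimulated genes, hypoxia and glycolysis, YAP targets, ribosomal proteins, oxidative phosphorylation, histones and mitochondrially encoded mRNAs. None of the 13 mitochondrially encoded mRNAs is in the files. Each list was tested against all other genes with camera (limma version 3.58.1, preset correlation 0.01) and again with a correlation estimated from the residuals. The adjusted p printed beside a list is the latter, unless stated otherwise. Under it 9 list calls held at 0.05, which were the AP-1 subunits in A549 under each inhibitor and in both interactions, the p53 targets in A549 under each inhibitor and in the SR11302 interaction, and the p53 targets and cholesterol synthesis genes in B2B between the inhibitors. The median and the mean differ in sign in 27 of 252 tests of a list, among them the alveolar and basal lists between the lines, the AP-1 responsive genes in A549 under each inhibitor and the cancer gene list in B2B under SP600125. In 7 tests the direction differs from both, among them the cancer gene list in A549 under SR11302. Lists were also set against 10000 random lists matched on expression, GC content and transcript length.

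The share of 50-nucleotide transcript windows that occur once in hg38 was computed for every matched gene. Genes with few such windows, such as many ribosomal protein genes with processed pseudogenes, are reported as uncertain, because reads shared with a copy can be counted or dropped. When a group had no counts, a fold is given as a lower bound against a floor of 3 counts per library. With 1 to 3 counts the ratio is given with its exact Poisson interval at 95%. Both cover counting error only. The model was tested on simulated data made from the real means and depths of A549_SR11302 and A549_NT, in which 200 of the 16373 genes were changed. It recovered 28.8%, 68.7% and 85.1% of those changed by an absolute log2 fold of 0.6, 1 and 2, with 7.58% of calls false.

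Each result was computed again with another set of size factors (RLE), library size alone, DESeq2 (version 1.42.0), no low-count filter, only the compared libraries, the replicate number as a block, removal of ribosomal protein and histone genes, no fold minimum, and each library left out in turn. Alternatives added after the data were seen were of 2 kinds. One kept only genes with at least 95% unique windows, and the other left out replicate 2 of both untreated groups. For comparisons that share control libraries, correlations were set beside 20 simulations of unchanged groups per line. Other assays of the study were not analysed here.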

Results

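RNA sequencing counts were examined for A549 and B2B cells without treatment and after 72 h with SR11302 or SP600125, with 2 libraries in each of the 6 groups. Reads counted in genes numbered 19868320 and 20455919 in A549_NT, 20806421 and 24917854 in B2B_NT, 21180550 and 23625267 in A549_SR11302, 23328567 and 16782262 in B2B_SR11302, 13969766 and 15012771 in A549_SP600125, and 17459734 and 15103456 in B2B_SP600125. Values are log2 fold changes ± SE from edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p (2 libraries per group), or mean CPM ± SD (n = 2). Counts of called list members were the same when adjusted over the list alone, except where both are given.

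To see how the cancer line differs from the bronchial line, untreated A549 was compared with untreated B2B. A549 held far more transcript of the immediate early AP-1 genes FOS (chromosome 14, 75278826 to 75282230) and FOSB (chromosome 19, 45467995 to 45475179). FOS stood at 317 ± 8.33 CPM in A549 and 8.39 ± 0.751 CPM in B2B, a log2 fold change of 5.24 ± 0.24, adjusted p = 2.37e-10. FOSB stood at 268 ± 17.3 and 3.73 ± 0.537 CPM (6.16 ± 0.17). JUNB was also higher in A549 (2.89 ± 0.16), as was FOSL1 (0.87 ± 0.25), while JUN was lower (-0.99 ± 0.12). FOSL2 did not pass the test at 0.10 ± 0.10, and the higher JUND of 0.59 fell under the fold minimum without B2B_NT replicate 1 (0.46). Thus 5 of the 7 AP-1 subunits were higher and 1 lower in A549 (adjusted p = 0.0695 with an estimated correlation).

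Beyond AP-1, genes of cell identity and of detoxification were among those that differed. All 28 tested targets of NRF2, the regulator of antioxidant and detoxification enzymes, were higher in A549 (adjusted p = 0.0553 with an estimated correlation), among them the aldo-keto reductase AKR1C3 (8.41 ± 0.49). Genes abundant in A549 had counts in B2B_NT replicate 2 that replicate 1 lacked, so the levels of such genes in B2B are uncertain. Of the epithelial genes, 13 of 18 were higher in A549 and 3 lower (adjusted p = 0.0553), with the epithelial cadherin CDH1 at 6.67 ± 0.27 and the transcription factor ELF3 at 8.07 ± 0.31. Airway secretory genes followed (8 of 9 higher and 1 lower, adjusted p = 0.0578), including AGR2, a protein folding enzyme of mucous cells (8.65 ± 0.38). B2B in turn had more transcript of mesenchymal genes (12 of 17 lower in A549 and 2 higher, adjusted p = 0.0553) and of matrix and adhesion genes (27 of 41 lower and 11 higher, adjusted p = 0.0695), with SPARC at -9.33 ± 0.59, the collagen chain COL1A2 at -9.24 ± 0.41 and the transcription factor SNAI2 at -7.45 ± 0.41. The A549_NT counts of these 3 genes were mostly or only in replicate 2, with 7.06 CPM of SPARC against 0.334 CPM in replicate 1, and other genes abundant in B2B also had counts there, so these folds are uncertain. YAP targets were lower in A549 in 13 of 16 cases and higher in 2 (adjusted p = 0.174), with F3, the tissue factor, at -4.78 ± 0.14. RGS4, a regulator of G protein signalling, had no count in A549_NT and was at least 292-fold lower there than in B2B_NT, and EYA1 at least 89.9-fold lower.

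Retinoic acid responsive genes were higher in A549 in 13 of 17 cases and lower in 1 (adjusted p = 0.0695), p53 targets higher in 15 and lower in 4 of 25 (adjusted p = 0.0695) and NF-kB and cytokine genes higher in 13 and lower in 6 of 21 (adjusted p = 0.0695), with PTGS2, the inducible prostaglandin synthase, at 7.93 ± 0.54 (10.64 without B2B_NT replicate 2). Nuclear oxidative phosphorylation genes were higher in 14 of 30 and lower in 1, alveolar genes higher in 4 and lower in 4 of 9 (5 and 4 adjusted over the list alone), and basal genes higher in 4 and lower in 5 of 9. Of the 13 oncogenes that the study named, 8 were higher in A549 and 0 lower, with CCND1, which encodes cyclin D1, at 4.11 ± 0.12, SRC at 3.18 ± 0.12 and FGFR1 at 2.33 ± 0.14 (adjusted p = 0.0695 for the list). The study chose these genes partly on these samples, so the count is not independent evidence. Of 540 tested members of the study's full cancer gene list, 133 were higher and 158 lower (115 and 181 when scaled by library size only). In all, 9316 of 16373 genes were called, 4977 higher and 4339 lower in A549, against 4445 higher and 5018 lower when scaled by library size only.

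SR11302 was used to act on AP-1 directly. In A549, SR11302 lowered all 7 AP-1 subunits and raised targets of the tumour suppressor p53. FOSB fell from 268 ± 17.3 to 9.69 ± 2.16 CPM (-4.78 ± 0.16, adjusted p = 1.34e-10), and FOS from 317 ± 8.33 to 67.4 ± 23.4 CPM (-2.23 ± 0.21). FOSL1 (chromosome 11, 65892049 to 65900573) changed by -1.87 ± 0.25, JUNB (chromosome 19, 12791486 to 12793315) by -0.97 ± 0.14, JUND (chromosome 19, 18279694 to 18281622) by -0.75 ± 0.12, JUN (chromosome 1, 58776845 to 58784048) by -0.61 ± 0.12 and FOSL2 (chromosome 2, 28392448 to 28417317) by -0.62 ± 0.10. The last 2 lay close to the fold minimum, since JUN came to -0.49 when scaled by library size only and FOSL2 to -0.48 without A549_SR11302 replicate 2. As a list the AP-1 subunits were lower with an adjusted p of 0.00488 under an estimated correlation. Among other bZIP factors, which can pair with AP-1 proteins, 4 of 14 fell and none rose (adjusted p = 0.266), led by MAFF (-1.96 ± 0.23). Of the AP-1 responsive genes, 3 rose and 2 fell of 21 (adjusted p = 0.89 with an estimated correlation).

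**Figure D1:**
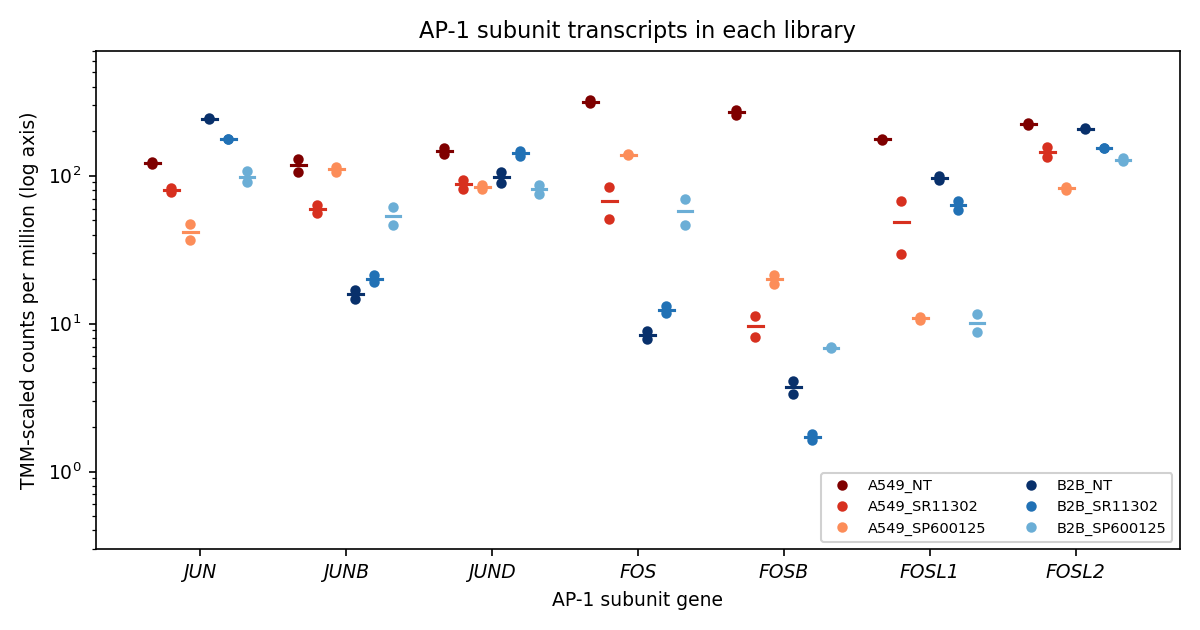
Transcript levels of the 7 AP-1 subunit genes (x axis) in TMM-scaled CPM on a log axis, with 1 point per library and a bar at the mean of each group of 2. FOS and FOSB lie far higher in A549_NT (317 and 268 CPM) than in B2B_NT (8.39 and 3.73 CPM), and FOSL1 reaches its lowest levels in both lines under SP600125 (10.8 and 10.2 CPM).

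Of the 25 p53 targets, 21 rose in A549 under SR11302 and none fell (adjusted p = 0.00488 with an estimated correlation). CDKN1A (chromosome 6, 36676460 to 36687337), which encodes the cell cycle inhibitor p21, rose from 113 ± 5.27 to 344 ± 36.0 CPM (1.60 ± 0.11), TP53INP1 changed by 2.83 ± 0.32 and SESN1 by 1.81 ± 0.15. DNA replication genes fell in 20 of 44 cases and none rose (adjusted p = 0.368), and 12 fell without A549_SR11302 replicate 2. CHAF1A, a chromatin assembly factor, changed by -1.06 ± 0.13. Further, 5 of 40 mitotic genes fell (adjusted p = 0.732), among them UBE2C (-0.86 ± 0.17). The mitotic count was 14 without A549_SR11302 replicate 1 and 3 without replicate 2. Secretory genes fell in 7 of 9 cases (adjusted p = 0.266), with the transcription factor SPDEF at -2.89 ± 0.28 and LCN2 at -1.55 ± 0.34. Matrix genes rose in 15 of 41 cases and fell in 4 (15 and 5 adjusted over the list alone, adjusted p = 0.368), including SPARC (3.09 ± 0.51) and the collagen chain COL5A1 (2.10 ± 0.11), and the mesenchymal cadherin CDH2 rose by 2.58 ± 0.15 with SNAI2 (2.97 ± 0.65). The sizes of the rises in SPARC and SNAI2 are uncertain, since they came to 2.18 and 2.05 without A549_NT replicate 1 and to 6.55 and 7.13 without replicate 2. Epithelial genes rose in 2 and fell in 6 of 18 (adjusted p = 0.322), among them EPCAM (-1.42 ± 0.14). Interferon-stimulated genes rose in 13 and fell in 3 of 25 (adjusted p = 0.266), with IFIT2 at 3.31 ± 0.37.

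The largest rises in A549 under SR11302 included IGFBP7, a secreted binding protein of growth factors, with 4.56 ± 0.15, adjusted p = 8.45e-11, the syndecan SDC2 (4.45 ± 0.19), FLRT2 (4.33 ± 0.37), the antiviral factor TRIM22 (3.93 ± 0.35) and the cadherin CDH6 (3.79 ± 0.38). NTS, which encodes the peptide neurotensin, fell from 417 ± 23.2 to 6.01 ± 1.08 CPM (-6.11 ± 0.45). Of the study's 13 oncogenes, 5 fell and 1 rose. The falls numbered 2 when scaled by library size only, and 3 among the 10 with at least 95% unique windows. KLF6 (chromosome 10, 3775996 to 3785281) changed by -1.34 ± 0.12, POU5F1 by -1.33 ± 0.24 and EGFR by 0.69 ± 0.11, while FGFR1 (chromosome 8, 38400215 to 38468834) did not pass the test at -0.20 ± 0.13. Of the cancer gene list, 70 members rose and 71 fell (99 and 52 when scaled by library size only, and 43 rose without A549_NT replicate 1). In all, 4557 genes were called, 2423 higher and 2134 lower, which is 53.2% higher against 66.3% when scaled by library size only. Several of the largest falls, such as RPL7 (-9.45) and FABP5 (-7.01), were in genes with near-identical copies, which fell in both lines under both inhibitors and are uncertain. Of the 79 ribosomal protein genes, 39 were called lower and 1 higher, but the 12 with at least 95% unique windows had a median log2 fold change of 0.076, and the untreated libraries held 24.9% of reads outside genes against 16.4% in the treated ones.

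In B2B, few AP-1 subunits were called under SR11302. FOSB, already low, changed from 3.73 ± 0.537 to 1.72 ± 0.112 CPM (-1.13 ± 0.22, adjusted p = 0.00187). JUND was called higher at 0.53 ± 0.12, which came to 0.41 without B2B_NT replicate 1 and to 0.48 without B2B_SR11302 replicate 2, both under the fold minimum. JUN (-0.45 ± 0.12), JUNB (0.35 ± 0.16) and FOSL2 (-0.43 ± 0.10) lay under the fold minimum and were not called. FOS (0.57 ± 0.24) and FOSL1 (-0.60 ± 0.25) did not pass the test. The responses of JUN and FOSL2 did not differ between the lines past the threshold. Their missing calls in B2B therefore do not show an absent response. Adjusted over the list alone, 2 subunits were higher and 2 lower (adjusted p = 0.733 for the list with an estimated correlation). AP-1 responsive genes fell in 8 of 21 cases and rose in 1 (adjusted p = 0.328), among them the cytokine IL11 (-1.35 ± 0.18). The number that fell was 5 without B2B_NT replicate 2 or B2B_SR11302 replicate 2, and 4 when scaled by library size only.

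Cholesterol and fatty acid synthesis genes rose in 17 of 25 cases in B2B under SR11302 and none fell (18 higher adjusted over the list alone, adjusted p = 0.23 with an estimated correlation). HMGCS1 (chromosome 5, 43287470 to 43313512), an early enzyme of the mevalonate pathway, rose from 76.1 ± 2.14 to 313 ± 50.5 CPM (2.04 ± 0.13), with FDFT1 (1.40 ± 0.10) and DHCR7 (1.34 ± 0.13) beside it. Matrix genes fell in 16 of 41 cases and rose in 5 (adjusted p = 0.232), with the collagen chains COL6A3 at -2.55 ± 0.43 and COL4A1 at -1.93 ± 0.13. NF-kB and cytokine genes rose in 1 and fell in 7 of 21 (adjusted p = 0.232), with IL1A at -2.60 ± 0.38 and BIRC3 at -2.18 ± 0.18, and 4 fell without B2B_NT replicate 2, while interferon-stimulated genes rose in 11 of 25 (14 adjusted over the list alone, adjusted p = 0.23), with IFIH1 at 2.17 ± 0.31 and MX1 at 1.53 ± 0.28, and 7 rose without B2B_NT replicate 1. Of the p53 targets, 1 rose and 2 fell (adjusted p = 0.733), the latter including MDM2 (-0.89 ± 0.17). The largest rise was in SESN3, a sestrin of the stress response (4.81 ± 0.50, adjusted p = 1.76e-05), followed by GYG2 (3.45 ± 0.21), RTN1 (3.22 ± 0.30) and PADI2 (3.11 ± 0.15), with the laminin chain LAMA4 (2.58 ± 0.25) and the secreted binding protein IGFBP5 (2.57 ± 0.16) also among the top 8.

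Of the study's oncogenes, KLF6 fell in B2B as well (-0.58 ± 0.12, and -0.50 when scaled by library size only), as did HSP90AB1 (-0.62 ± 0.12). The cancer gene list had 34 members higher and 62 lower (48 and 51 when scaled by library size only, and 21 higher without B2B_NT replicate 1). In all, 3677 genes were called, 1863 higher and 1814 lower (50.7% higher against 61.1% when scaled by library size only), and 2406 without B2B_NT replicate 1. The largest falls were again in genes with copies such as RPL7 (-9.57), with 45 of 79 ribosomal protein genes called lower and 1 higher (45 and 2 adjusted over the list alone). ALDH1A1, a detoxification enzyme abundant in A549, and AKR1B10 were also called lower, but B2B_NT replicate 2 held 46.7 and 30.4 CPM of them against 1.44 and 0.192 CPM in replicate 1, so both calls are uncertain.

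SP600125 was used to act on AP-1 indirectly, by way of JNK. In A549, SP600125 raised p53 targets and lowered AP-1 subunits. FOSL1 fell from 176 ± 3.19 to 10.8 ± 0.264 CPM (-4.02 ± 0.29, adjusted p = 2.19e-07) and FOSB to 19.9 ± 1.8 CPM (-3.75 ± 0.15). JUN changed by -1.55 ± 0.13, FOSL2 by -1.44 ± 0.10, FOS by -1.19 ± 0.20 and JUND by -0.81 ± 0.12, whereas JUNB did not pass the test at -0.09 ± 0.14. The list of 7 was lower with an adjusted p of 0.0171 under an estimated correlation. Of the p53 targets, 19 of 25 rose and 1 fell (adjusted p = 0.00928), with TP53INP1 at 4.11 ± 0.32, SPATA18 at 3.35 ± 0.23 and BTG2 at 2.43 ± 0.14.

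DNA replication genes fell in 30 of 44 cases in A549 under SP600125 and rose in 1 (adjusted p = 0.672 with an estimated correlation), among them the polymerase subunit POLD1 (-2.62 ± 0.19) and the licensing factor CDT1 (-2.23 ± 0.18). The median of the list lay at percentile 0 of 10000 lists matched on expression, GC content and transcript length. Mitotic genes fell in 19 of 40 cases and rose in 1 (adjusted p = 0.678), with MKI67, a marker of proliferating cells, at -1.46 ± 0.14 and the kinase AURKB at -1.38 ± 0.17. Stress response genes rose in 12 and fell in 4 of 24 (adjusted p = 0.678), with CHAC1 at 4.25 ± 0.34 and the asparagine synthetase ASNS at 2.46 ± 0.26. Secretory genes fell in 5 of 9 (adjusted p = 0.678), including LCN2 (-3.39 ± 0.47). Within the JNK pathway, 3 of 16 genes rose and 7 fell (adjusted p = 0.672), the phosphatase DUSP8 by -4.28 ± 0.24. Targets of the aryl hydrocarbon receptor rose in 4 and fell in 2 of 10, CYP1B1 changing by 1.09 ± 0.11. Of the AP-1 responsive genes, 4 rose and 8 fell of 21 (adjusted p = 0.687), and 5 fell when scaled by library size only.

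The largest rises in A549 under SP600125 included the stress-induced regulator NUPR1, from 2.15 ± 0.338 to 75.1 ± 7.01 CPM (5.13 ± 0.30, adjusted p = 4.5e-08), OLFM1 (4.52 ± 0.28), the pro-apoptotic gene BMF (3.89 ± 0.26) and KLHL24 (3.77 ± 0.37). The collagenase MMP1 had 2 counts over both A549_NT libraries, and was higher under SP600125 by 216-fold (counting interval 59.8 to 1780). FGFR1 changed by -1.45 ± 0.13, KLF6 by -0.94 ± 0.12 and POU5F1 by -1.50 ± 0.25, while GOLGA5 rose (1.21 ± 0.11). Of the study's 13 oncogenes, 4 fell and 1 rose. Among the 10 with at least 95% unique windows 2 fell and 1 rose, so some of the falls are uncertain. The cancer gene list had 104 members higher and 122 lower (122 and 113 when scaled by library size only). In all, 7997 genes were called, 3910 higher and 4087 lower (4346 and 3731 when scaled by library size only). The largest falls were in genes with copies such as RPL7 (-8.56) and in ribosomal RNA, with RNA28S5 at -6.49. Fold changes of genes with at least 95% unique windows also ran with GC content across genes (Spearman's rho = -0.538, 8502 genes, which are not independent replicates). For the same genes rho was -0.409 and -0.455 in the SR11302 and SP600125 interactions. Between the inhibitors it was -0.494 in A549 and -0.376 in B2B. It was -0.259 for SR11302 in A549 and -0.185 for SP600125 in B2B. The sign was opposite for SR11302 in B2B (0.251) and between the lines (0.098).

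In B2B, SP600125 lowered some AP-1 subunits and raised others. FOSL1 fell from 96.2 ± 3.88 to 10.2 ± 1.97 CPM (-3.25 ± 0.28, adjusted p = 9.31e-07), JUN changed by -1.30 ± 0.12 and FOSL2 by -0.69 ± 0.10. FOS rose to 57.9 ± 16.3 CPM (2.79 ± 0.23), with JUNB (1.77 ± 0.15) and FOSB (0.88 ± 0.18), and JUND did not pass at -0.27 ± 0.12. Matrix and adhesion genes fell in 30 of 41 cases and rose in 4 (31 lower adjusted over the list alone, adjusted p = 0.0679 with an estimated correlation), with tenascin TNC at -4.99 ± 0.30 and the collagen chain COL1A1 at -3.53 ± 0.29. Cholesterol synthesis genes fell in 19 of 25 and none rose (adjusted p = 0.349), among them the fatty acid synthase FASN (-2.24 ± 0.16).

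The p53 targets rose in 16 of 25 cases in B2B under SP600125 and none fell (adjusted p = 0.0519), with BTG2 at 2.32 ± 0.14, GDF15 at 2.19 ± 0.15 and TP53INP1 at 1.69 ± 0.28. Unlike in A549, mitotic genes rose in 16 of 40 and fell in 1 (adjusted p = 0.705), with CCNB2 at 1.08 ± 0.14, and 7 rose without B2B_SP600125 replicate 1. DNA replication genes rose in 12 and fell in 6 of 44 (adjusted p = 0.806), and AP-1 responsive genes rose in 6 and fell in 9 of 21 (adjusted p = 0.373). Interferon-stimulated genes rose in 11 and fell in 2 of 25 (adjusted p = 0.349), with OASL at 2.29 ± 0.50, and stress response genes rose in 13 and fell in 3 of 24 (adjusted p = 0.488), with DDIT4 at 2.14 ± 0.13. The replication-dependent histone genes, whose mRNAs carry no poly(A) tail, rose in 9 and fell in 2 of 17 (10 and 2 adjusted over the list alone, adjusted p = 0.429), with HIST2H2BE at 2.82 ± 0.25. The largest rises included TMEM130, from 0.286 ± 0.00168 to 14.4 ± 3.98 CPM (5.63 ± 0.34, adjusted p = 4.35e-08), the lipoprotein lipase LPL (4.27 ± 0.31) and the nuclear receptors NR4A3 (3.75 ± 0.22) and NR4A2 (3.56 ± 0.26), while GALNT5 (-5.98 ± 0.44) and the smooth muscle actin ACTG2 (-5.68 ± 0.34) were among the largest falls.

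Of the study's oncogenes, CCNE1, which encodes cyclin E1, rose in B2B under SP600125 (1.33 ± 0.14), as did GOLGA5 (0.97 ± 0.11), while KLF6 (-0.91 ± 0.12) and HSP90AB1 (-0.84 ± 0.12) fell and FGFR1 did not pass at -0.16 ± 0.13. The cancer gene list had 101 members higher and 110 lower (141 and 91 when scaled by library size only). In all, 7174 genes were called, 3478 higher and 3696 lower (48.5% higher against 59.1% when scaled by library size only). Ribosomal protein genes were called lower in 45 and higher in 8 of 79 cases, RPL7 at -9.11, while the 12 with at least 95% unique windows had a median of -0.005.

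**Figure D2:**
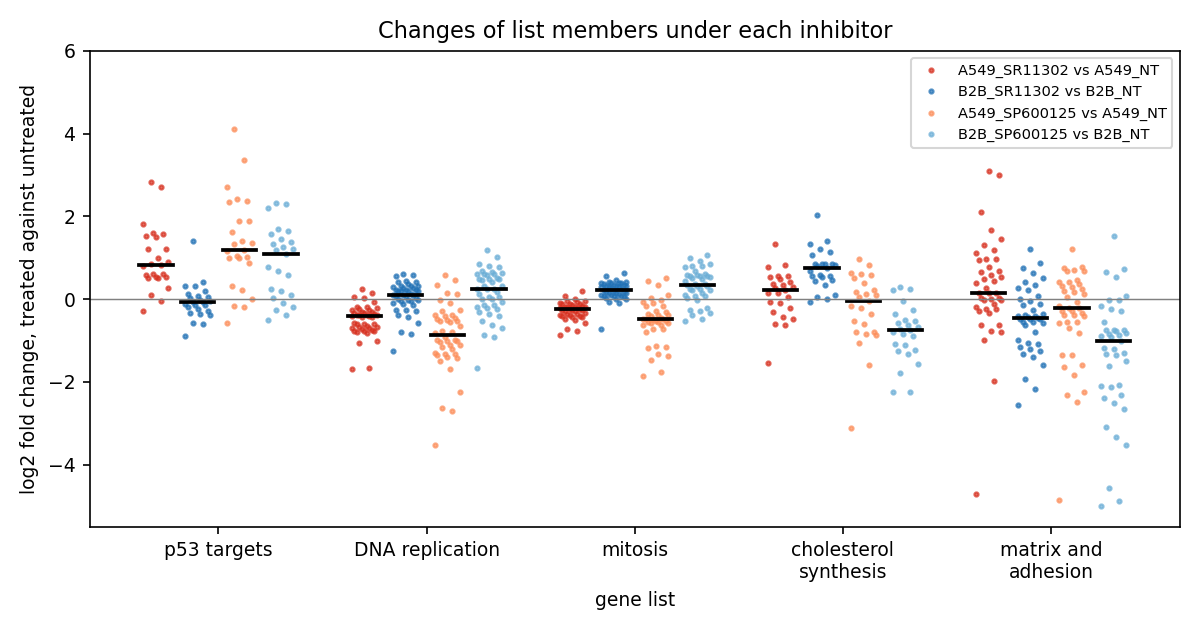
Log2 fold changes (y axis) of the members of 5 gene lists (x axis) in the 4 comparisons of an inhibitor with no treatment, 1 point per gene and a black bar at the median of each list. The p53 targets have medians of 0.83 and 1.18 in A549 under SR11302 and SP600125, and of -0.075 and 1.09 in B2B, while the cholesterol synthesis genes have medians of 0.75 and -0.75 in B2B.

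Whether the inhibitors act differently on the cancer line was tested with the interaction. For SR11302, 5 of the 7 AP-1 subunits responded more negatively in A549 than in B2B (adjusted p = 0.0108 with an estimated correlation), with FOSB at -3.66 ± 0.28, adjusted p = 2.86e-06, FOS at -2.80 ± 0.31, JUNB at -1.32 ± 0.21 and JUND at -1.28 ± 0.17. FOSL1 was called at -1.26 ± 0.35, but its adjusted p of 0.0262 ranged from 0.0512 to 0.091 when replicate 1 or 2 of A549_NT, replicate 1 or 2 of B2B_NT or replicate 2 of B2B_SR11302 was left out. The responses of JUN (-0.15 ± 0.17) and FOSL2 (-0.19 ± 0.14) did not differ past the threshold. The p53 targets responded more positively in A549 in 17 of 25 cases and more negatively in 1 (adjusted p = 0.00749), with CDKN1A at 1.94 ± 0.15 and TP53INP1 at 2.40 ± 0.42. DNA replication genes responded more negatively in 20 of 44 (24 adjusted over the list alone, adjusted p = 0.347), with the helicase subunits MCM5 at -1.05 ± 0.20 and MCM2 at -1.03 ± 0.18, mitotic genes in 10 of 40 (17 adjusted over the list alone, adjusted p = 0.415) and cholesterol synthesis genes in 11 of 25 (14 adjusted over the list alone, adjusted p = 0.121), with HMGCS1 at -2.11 ± 0.17. Without B2B_NT replicate 1 the DNA replication count was 10 and the mitotic count 1, without A549_SR11302 replicate 1 they were 32 and 24, and both untreated replicates numbered 2 left out gave 7 and 1. AP-1 responsive genes responded more positively in A549 in 7 of 21 and more negatively in 1 (8 and 1 adjusted over the list alone, adjusted p = 0.284), with 4 more positive without A549_NT replicate 1. Matrix genes responded more positively in 19 of 41 and more negatively in 6 (20 and 6 adjusted over the list alone, adjusted p = 0.072), with POSTN at 5.17 ± 0.60 and COL4A1 at 2.88 ± 0.18, and mesenchymal genes more positively in 7 of 17 (8 adjusted over the list alone, adjusted p = 0.061), with SNAI2 at 4.65 ± 0.66. POSTN and SNAI2 had A549_NT counts in replicate 2 only, and came to 4.21 and 3.72 without A549_NT replicate 1 and to 11.27 and 8.81 without replicate 2, so their sizes are uncertain. In all, 2579 genes were called, 1366 more positive and 1213 more negative in A549. This count was 1375 without A549_NT replicate 1, 1498 and 1573 without B2B_NT replicate 1 or 2, 1617 without B2B_SR11302 replicate 2 and 4768 without A549_SR11302 replicate 1.

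For SP600125, 5 AP-1 subunits again responded more negatively in A549 (adjusted p = 0.0128 with an estimated correlation), with FOSB at -4.63 ± 0.23, adjusted p = 6.22e-08, FOS at -3.98 ± 0.30, JUNB at -1.85 ± 0.21 and FOSL2 at -0.74 ± 0.14. JUND was called at -0.54 ± 0.17 with an adjusted p of 0.0329, which ranged from 0.0778 to 0.171 without replicate 1 of A549_NT, B2B_NT or A549_SP600125 or replicate 2 of A549_SP600125 or B2B_SP600125. JUN (-0.25 ± 0.17) and FOSL1 (-0.77 ± 0.39) did not pass. DNA replication genes responded more negatively in A549 in 38 of 44 cases (adjusted p = 0.125), with POLD1 at -1.70 ± 0.25, and mitotic genes in 30 of 40 (31 adjusted over the list alone, adjusted p = 0.177), with AURKB at -1.63 ± 0.24 and MKI67 at -1.52 ± 0.19. Matrix genes responded more positively in 21 of 41 and more negatively in 5 (22 and 5 adjusted over the list alone, adjusted p = 0.113), and cholesterol synthesis genes more positively in 12 of 25 and more negatively in 2 (adjusted p = 0.177), with 7 more positive without A549_SP600125 replicate 2. The responses of FGFR1 (-1.29 ± 0.19) and CCNE1 (-1.72 ± 0.19) were more negative in A549, while that of KLF6 did not differ past the threshold (-0.03 ± 0.16). In all, 4121 genes were called, 1984 more positive and 2137 more negative in A549 (1706 and 2495 when scaled by library size only).

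To find genes that depend on AP-1 in the cancer line alone, genes called lower in A549 and not in B2B were counted. There were 1371 such genes under SR11302 and 1941 under SP600125, of which 46 and 58 belong to the cancer gene list. The reverse, lower in B2B and not in A549, held for 1051 and 1550 genes, with 37 and 46 members of the cancer gene list. An absent call in one line does not show a difference, and of the A549 sets 477 and 988 genes were called more negative in A549 in the interaction. Both inhibitors shared 537 genes that were lower in A549 only, 12 of them in the cancer gene list and 176 called more negative in A549 in both interactions. Leaving out A549_NT replicate 1 gave 353 shared genes, and leaving out A549_SR11302 replicate 2 gave 357. Within A549, 1566 genes were lower and 1383 higher under both inhibitors, where independent lists would share 532.7 and 578.6. Both sets of fold changes use the same untreated libraries. The fold changes correlated across genes at r = 0.611 (0.066 in simulations of unchanged groups), with a covariance of 0.917 against 0.0077 simulated, and in B2B at r = 0.586 (0.065), with a covariance of 0.825 against 0.0082. Genes are not independent replicates, and part of the overlap and of the correlations may stem from the shared controls. In the simulations the untreated counts were kept as measured, so the simulated values do not measure that part.

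SP600125 was then set against SR11302 within each line, a comparison that uses no untreated library. In A549, NTS stood at 322 ± 7.2 CPM under SP600125 and 6.01 ± 1.08 CPM under SR11302 (5.74 ± 0.45, adjusted p = 1.6e-06), and the carboxypeptidase CPA4 was lower (-4.86 ± 0.29). FOSL1 (-2.15 ± 0.28), JUN (-0.94 ± 0.13) and FOSL2 (-0.82 ± 0.10) were lower under SP600125, while FOS (1.04 ± 0.20), FOSB (1.03 ± 0.15) and JUNB (0.88 ± 0.14) were higher, and JUND did not differ past the threshold (-0.06 ± 0.12). YAP targets were lower in 9 of 16 cases and none higher (adjusted p = 0.591 with an estimated correlation), with ANKRD1 at -2.53 ± 0.18, and stress response genes were higher in 12 and lower in 1 of 24 (adjusted p = 0.739), with ASNS at 1.39 ± 0.25. NRF2 targets were higher in 11 and lower in 3 of 28 (adjusted p = 0.739), with PIR at 1.92 ± 0.15. In all, 6078 genes were called, 2722 higher and 3356 lower.

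In B2B, cholesterol synthesis genes were lower under SP600125 than under SR11302 in 23 of 25 cases and none higher (adjusted p = 0.0106 with an estimated correlation), with HMGCS1 at -2.67 ± 0.13, adjusted p = 3.03e-08. The p53 targets were higher in 17 and lower in 1 of 25 (adjusted p = 0.0106), with GDF15 at 2.76 ± 0.16 and BBC3, a pro-apoptotic gene, at 2.01 ± 0.20. FOS (2.22 ± 0.22), FOSB (2.0 ± 0.21) and JUNB (1.42 ± 0.15) were higher under SP600125, and FOSL1 (-2.64 ± 0.28), JUN (-0.85 ± 0.12) and JUND (-0.81 ± 0.12) lower, while FOSL2 did not pass at -0.26 ± 0.10. NF-kB and cytokine genes were higher in 13 and lower in 2 of 21 (14 and 2 adjusted over the list alone, adjusted p = 0.124), with CXCL8 at 2.95 ± 0.52. Genes of the matrix such as THBS2 (-5.16 ± 0.33) were among those lower by the most, as was the glycosyltransferase gene GALNT5 (-6.12 ± 0.43), and the matricellular gene SMOC1 (4.19 ± 0.13) among the highest. In all, 5522 genes were called, 2561 higher and 2961 lower (2954 and 2645 when scaled by library size only).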

Values the study reported

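The study drew on a list of 604 oncogenes. It reported 960 and 1948 genes that were lower in A549 alone under SR11302 and SP600125, of which 34 and 71 were oncogenes. For B2B alone it gave 1069 and 1526 genes, with 86 and 60 oncogenes. It counted 418 genes lowered in A549 alone by both compounds. All AP-1 subunits were described as lower in A549, and those in B2B as changing in both directions.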

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

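Of the tests in this part, the one of a technical difference common to both lines was chosen only after the result was seen. The results here are those where the same inhibitor changed expression differently in A549 and B2B, by the interaction test, and a signal in the read tallies that no comparison uses.

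Under SR11302, the responses of 2579 genes differed between the lines. The AP-1 subunits had a median difference of -1.281, with FOSB at -3.66, FOS at -2.80, JUNB at -1.32, JUND at -1.28 and FOSL1 at -1.26 (log2, A549 minus B2B). The p53 targets had a median of 0.928, with TP53INP1 at 2.40 and CDKN1A at 1.94. The helicase subunits MCM5 and MCM2 were at -1.05 and -1.03, the mevalonate enzyme HMGCS1 at -2.11, and the matrix genes POSTN and COL4A1 at 5.17 and 2.88, with the transcription factor SNAI2 at 4.65. The A549_NT counts of POSTN and SNAI2 were in replicate 2 only, so the sizes of these differences depend on that library. Under SP600125, 4121 genes differed. The AP-1 subunits had a median of -0.774, with FOSB at -4.63, FOS at -3.98, JUNB at -1.85, FOSL2 at -0.74 and JUND at -0.54. The cell cycle genes AURKB, MKI67 and POLD1 were at -1.63, -1.52 and -1.70, and the oncogenes CCNE1 and FGFR1 at -1.72 and -1.29.

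The p53 targets rose in A549 under SR11302 and, as a list, not in B2B. A technical difference between untreated and treated libraries common to both lines would have raised them in B2B as well, but their median there was -0.075, and 17 of the 25 responded more positively in A549. A trend of fold changes with expression, GC content and transcript length was also excluded as the whole cause, since the list's median lay at percentile 100 of 10000 matched lists. The list did rise in B2B under SP600125, with 16 of the 25 called higher, none lower and a median of 1.09. B2B can thus raise many of these genes, but MDM2 (0.033), BAX (-0.082), FDXR (0.242) and CCNG1 (0.093) were not called. Whether that rise runs through p53 was not tested. The response of the list to SP600125 was also more positive in A549, with a median difference of 0.551 at percentile 100 of matched lists. With the replicate number as a block, 12 of the 25 were called more positive there and 2 more negative. The median difference was 0.405 with both untreated replicates numbered 2 left out. The list test with an estimated correlation did not call the p53 targets in the SP600125 interaction. By the median of the list, a more positive response in A549 was thus not particular to SR11302, but under SP600125 it is less certain. A response of the p53 pathway to SR11302 that depends on the cell line may therefore explain the pattern, as a hypothesis found and tested on the same data. It could be tested by whether the rise is lost in A549 without p53, and no p53 protein was analysed here.

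In the tallies of reads that went to no gene, B2B_SR11302 had a mean of 20.32% of reads aligned to several places, against 17.5% in B2B_NT. The other treated groups had lower shares than their untreated group, with 22.3% in A549_SR11302 and 18.6% in A549_SP600125 against 24.4% in A549_NT, and 15.1% in B2B_SP600125. No comparison in the report uses these reads.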

How the results depend on the processing

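Of the alternatives, the restriction to genes with at least 95% unique windows and the removal of both untreated replicates numbered 2 were chosen only after the data were seen. For the 19 counts that answer a comparison, 273 of 290 alternative values lay within 1.5 times. With both untreated replicates numbered 2 left out, the calls were 2072 for SR11302 in B2B, 1295 for the SR11302 interaction and 2277 for the SP600125 interaction. This leaves 1 library in each untreated group, which is assumed to vary like the other groups. Leaving out 1 library at a time gave 2406 to 3227 calls for SR11302 in B2B, 1375 to 4768 for the SR11302 interaction, 2741 to 3666 for the SP600125 interaction and 353 to 742 genes lowered by both inhibitors in A549 only. The AP-1 subunits called in B2B under SR11302 numbered 4 with no low-count filter, with only the compared libraries and with no fold minimum, and 1 to 2 with a library left out. The removal of a library leaves fewer samples, while the cause of the rise to 4768 without A549_SR11302 replicate 1 was not tested.

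Of 199 gene values in the text, none reversed. Among 2666 alternative values, 21 lost the call, 7 gained it and 8 lay near 0 with no call in either fit. FOSL1 between the lines was 0.93 (adjusted p = 0.0511) with both untreated replicates numbered 2 left out. In B2B under SR11302, FOS (0.55) and FOSL1 (-0.63) were called with only the compared libraries and with no low-count filter (0.57 and -0.60), and with genes of at least 95% unique windows JUN (-0.52) was called and JUND (0.47) was not. FOSL1 in the SP600125 interaction was called with only the compared libraries (-0.74) and with no low-count filter (-0.77). JUND between the lines came to 0.47 when scaled by library size only, and FOSL1 in the SR11302 interaction had an adjusted p of 0.0788 with only the compared libraries and of 0.0964 with both untreated replicates numbered 2 left out. Scaling by library size only shifted fold changes by a median of -0.123 between the lines, 0.119 for SR11302 in A549 and 0.139 for SP600125 in B2B, and by under 0.1 in the rest. With the replicate number as a block the calls were 9246 between the lines, 4418 and 3506 for SR11302 in A549 and B2B, 7888 and 7081 for SP600125, 2249 and 3816 for the interactions, 5969 and 5377 between the inhibitors, and 521 for the genes lowered in A549 only. Samples with the same number did not deviate together, with a median r of -0.025 over 15 pairs of groups (-0.482 to 0.438, 3 above 0.1), so the numbers are not taken as a pairing. With both untreated replicates numbered 2 left out, the members that fell in B2B under SR11302 were 5 of the AP-1 responsive and 4 of the inflammation genes, 7 interferon-stimulated genes and 19 of the cancer gene list rose there, 3 AP-1 responsive genes responded more positively to SR11302 in A549, 3 basal genes were lower in A549 than in B2B, and 7 cholesterol synthesis genes responded more positively to SP600125 in A549. With genes of at least 95% unique windows, the mitotic genes that rose in B2B under SP600125 were 9, the cholesterol synthesis genes that rose there under SR11302 were 11, the cancer genes that rose there 21, and the genes that fell in A549 under SR11302 were 12 of DNA replication and 3 of mitosis, with fewer genes tested. Likewise 9 oxidative phosphorylation genes were higher in A549 than in B2B, 3 genes of hypoxia fell in B2B under SR11302, 3 secretory genes fell in A549 under SP600125, and 5 histone genes rose and 2 DNA replication genes fell in B2B under it, while 11 DNA replication genes responded more negatively to SR11302 in A549. With only the compared libraries that number was also 11, and 3 for mitosis, against 17 for mitosis with no low-count filter. Mitotic genes that fell in A549 under SR11302 were 3 when scaled by library size only and with only the compared libraries. Matrix genes that responded more negatively to SP600125 in A549 were 2 or 3 with each of 6 libraries left out, and ribosomal protein genes that rose in B2B under it 4 without B2B_NT replicate 1. In the simulated data 28.8% of genes changed by 0.6 were recovered, so small changes are missed at these depths.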

Other observations

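In this part, the tests on reads shared between copies, on ribosomal protein transcripts, on traces of A549 and on NRF2 targets were chosen only after the result was seen.

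Of the genes of hypoxia and glycolysis under SP600125, 9 of 22 fell in A549 and 1 rose (adjusted p = 0.678 with an estimated correlation), and 14 fell in B2B and 2 rose (adjusted p = 0.349). The median of the list lay at percentile 16.9 of the matched lists in A549 and 0.03 in B2B. CA9, a carbonic anhydrase induced by hypoxia, changed by -3.69 ± 0.24 in A549 and -2.93 ± 0.32 in B2B, and under SR11302 by -2.22 ± 0.20 and -1.55 ± 0.26. NDRG1, a stress-responsive gene of the same list, instead rose under SP600125 in A549 (1.60 ± 0.14) and B2B (2.80 ± 0.16). In B2B under SR11302, 7 genes of the list fell and 2 rose (adjusted p = 0.534). In A549 under SR11302, 2 fell and 3 rose (adjusted p = 0.805), with a median at percentile 45.4 of the matched lists.

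Of 9 tested markers of other cell types, 5 rose and 2 fell in A549 under SP600125 (adjusted p = 0.678 with an estimated correlation), and 3 rose and 2 fell in B2B (adjusted p = 0.57). PECAM1, an adhesion molecule of endothelial cells, went from 0.134 ± 0.111 to 6.68 ± 0.57 CPM in A549 (5.55 ± 0.45). In B2B it went from no count to 4.23 ± 0.907 CPM, at least 31.8-fold. VWF, the von Willebrand factor, had 2 counts over both A549_NT libraries and was higher under SP600125 by 93.6-fold (counting interval 25.9 to 773), and in B2B rose by 2.13 ± 0.33.

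Genes whose transcripts have near-identical copies were lower under both inhibitors in both lines. The 139 genes with under 50% unique windows had median log2 fold changes of -0.874 and -0.813 under SR11302 in A549 and B2B, and -0.878 and -0.856 under SP600125, and so differed little between the inhibitors (0.105 and 0.024). Fewer ribosomal protein transcripts in the cells are argued against by the 12 ribosomal protein genes with at least 95% unique windows (0.076, -0.014, 0.202 and -0.005), and a general fall of highly expressed genes by 695 unique genes of matched expression (0.055, 0.078, 0.1 and 0.061). Reads shared between copies may have been kept differently in untreated and treated libraries. That cannot be told apart from an effect of both inhibitors on these genes. Within each line, untreated libraries are compared with treated ones only, and both explanations would give the same medians. No biological explanation that acts on copies alone was tested.

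Genes abundant in A549 and near 0 in B2B_NT replicate 1 had counts in replicate 2. Of the genes at 100 CPM or more in A549_NT, 23 had at most 0.5 CPM in B2B_NT replicate 1 and 1 in replicate 2 (CPM in this paragraph are scaled by library size only). The 23 stood in replicate 2 at a median of 0.616% of their A549_NT level (quartiles 0.588 and 0.71). Induction of NRF2 targets in that library is argued against, as genes outside that list had a median share of 0.649% and its 3 members 0.592%. A constant share of A549 RNA or reads may thus explain the counts. In the other direction, 18 genes of 100 CPM or more in B2B_NT had at most 0.5 CPM in A549_NT replicate 1 and 6 in replicate 2. The 18 stood at a median of 0.291% in A549_NT replicate 2, 0.151% and 0.219% in the A549_SR11302 libraries and 0.089% and 0.079% in the A549_SP600125 libraries.

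Members of the cancer gene list that were lower under SR11302 in B2B only numbered 37. That is lower than the value quoted from the study above. The other counts of such members lay closer to the values quoted, some above and some below. The list used here holds 618 symbols, with tumour suppressors among them. Of all genes, 1371 were lower in A549 only under SR11302 and 537 under both inhibitors, both above the values quoted. The other counts of all genes lay closer, some above and some below. The study tested genes with DESeq2 and the counts here come from edgeR. Why the numbers differ was not tested.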
